A study of Homo sapiens with 20 samples. Its data were reported in "Multi-omics analysis reveals contextual tumor suppressive and oncogenic gene modules within the acute hypoxic response" (2021).

How the data were processed

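HIF1A is the oxygen-regulated subunit of a transcription factor that accumulates when oxygen is low. Its chromatin binding was measured by ChIP-seq, the sequencing of DNA fragments recovered with an antibody against the protein, in 4 human cancer cell lines. HCT116 and RKO are lines from colon carcinomas, and A549 and H460 are lines from lung carcinomas. Cells were kept for 24 h in normoxia or in hypoxia at 1% oxygen. There were 20 samples, made up of 16 ChIP libraries, with 2 replicates for each line and condition, and 4 input libraries of genomic DNA, with 1 for each line.

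The authors aligned the reads to the human genome build GRCh37 (hg19) with Bowtie2, filtered by mapping quality and marked duplicates. Per the file headers, the authors merged replicates 1 and 2 of each group and called peaks with HOMER findPeaks on the merged tags against the input of the line. This gave 8 peak lists, 1 for each line and condition. The global fold over input had to exceed 7 in HCT116, 6 in RKO, 13 in A549 and 14 in H460. The authors set these values line by line, from the tags found in peaks common to the lines, so the lists were not called at one threshold. A fold of 3 over the surrounding 10000 bp, a p of 0.001 in the comparison with input and a false discovery rate of 0.001 were set for every list. Per the file headers, between 66.1% and 89.8% of the putative peaks of a list were removed by the input filter. The peak width was fixed within each list, and ran from 118 bp to 190 bp.

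Per the file headers, the normalized tag count, the signal used here, is the number of tags in a peak scaled to 10 M tags in the library, where 1 M is 1000000. This scaling makes normoxia and hypoxia lists comparable in sequencing depth, but not in immunoprecipitation efficiency or peak width. The deposited tag counts of the ChIP and the input library are scaled to the smaller of the 2 libraries. The deposited fold change ratio over input is the quotient of these values, and the deposited fold ratio over the local region compares a peak with its surroundings. Where no input tag was present the deposited files hold 0.5 in the input column. These peak values are the authors' own, and folds were used here only to describe and filter peaks within a list. Unscaled tags were computed here as the normalized tag count times the header total, rounded to whole tags, since the signal column is given rounded. The sum of the unscaled tags equalled the header value for tags in peaks in all 8 lists.

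The header totals were 69.2 M tags in HCT116 normoxia and 81.5 M in HCT116 hypoxia, 45.1 M and 66.9 M in RKO, 41.2 M and 46.6 M in A549, and 53.3 M and 49.5 M in H460. Input totals, inferred from the scaling of the columns, were 34.2 M tags in HCT116, 37.6 M in RKO, 41.6 M in A549 and 29.3 M in H460. At these depths a list's weakest peaks held between 11 and 20 ChIP tags, and a window of the hypoxia peak width held between 1.38 and 1.95 input tags on average, so the fold over input of a weak peak rests on few tags.

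Groups were taken from the sample titles. Because replicates were merged before peak calling, no replicate error could be computed from the lists, reads and coverage of single samples were not used here, and the cell line was the unit of replication. An exact sign-flip permutation test over 4 lines cannot give a p below 0.125. Shares carry Wilson 95% intervals, which cover counting error only. Overlap required at least 1 bp. Peaks of the 4 hypoxia lists were joined into regions wherever they overlapped. Overlaps were compared with 1000 circular shifts of the peak positions within each chromosome. Because both lists of a line share an input, calls were also placed at random, 100 times, among windows without an input tag. Every such window had the same chance, and only identical windows counted as shared. This placement may understate chance overlap, since observed overlap required only 1 bp and calls were crowded on some chromosome arms. Tags at peaks called in both conditions were tested peak by peak with an exact conditional binomial test against the library totals, adjusted by the Benjamini-Hochberg method over the shared peaks of the line. That test compares 2 merged libraries and not the conditions. The probability that a peak called in all 4 lines exceeds a peak called in 1 line was tested with 100000 permutations over peaks, which are not replicates.

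Transcription start sites (TSS) were the 5′ ends of 38865 protein-coding and lncRNA genes of GENCODE release 44 mapped to GRCh37, and a peak was proximal when its centre lay within 2500 bp. Chromosome lengths of the reference were checked against the peak coordinates, and every list fitted. The core of the hypoxia response element, RCGTG with R for A or G, was searched on both strands in the 200 bp at the peak centre and in windows of equal length 2000 bp to either side. RCGAG, of equal GC content and with the same CpG, served as a control motif and was chosen after the peak lists were seen. Chromosome arms were separated at the longest run of unknown bases.

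Named peaks followed a rule fixed before the data were examined: the 5 regions called in all 4 hypoxia lists with the lowest mean rank of normalized tag count, the strongest peak of each list, and peaks within 2500 bp of the TSS of 22 genes. The tests of the main results and their alternatives were fixed at the same time, apart from 4 alternatives that were added after the data were seen. The control motif, the motif shares by strength, by number of lines and by class of normoxia peak, and the tests of possible causes in the closing part were not part of that plan, and most were chosen after the results were seen. The alternatives were a fold over input of at least 14 in every list, a local fold of at least 6, reciprocal overlap of 50%, peak centres within 500 bp, chromosomes 1 to 22, one signal floor for both lists of a line, unscaled tags divided by the header total, the strongest 3877 peaks of each hypoxia list, each line left out in turn, a TSS distance of 1000 bp and a motif window of 100 bp. The added ones were protein-coding genes only, every annotated transcript start, the fold of 14 for the motif, and tag counts per bp of peak width.

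The functions were tested on simulated data. All 700 motifs planted in 2000 sequences and all 600 overlaps planted among 2000 peaks were recovered. The tag test found 198 of 200 changed peaks and called 9 of the unchanged ones, and the permutation test called 5.0% of 200 null comparisons. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The deposited clonality, focus and p-value columns were not used here.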

Results

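HIF1A binding was profiled by ChIP-seq in HCT116, RKO, A549 and H460 cells after 24 h in normoxia or in hypoxia, with 2 replicates per line and condition and 1 input library per line. The replicates had been merged before peak calling, so every value below belongs to a merged list and has no replicate error. The merged libraries held between 41.2 M and 81.5 M tags (1 M is 1000000). The hypoxia library was deeper than the normoxia library in HCT116 (1.18-fold), RKO (1.48-fold) and A549 (1.13-fold), and shallower in H460 (0.928-fold). Coordinates are in GRCh37.

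The first comparison asked whether hypoxia raised the number of HIF1A peaks called in each line. HCT116 had 287 peaks in normoxia and 3996 in hypoxia, a ratio of 13.9 (95% interval 12.4 to 15.7). RKO had 2092 and 9171 peaks, a ratio of 4.38 (4.18 to 4.60). A549 had 526 and 5408 peaks, a ratio of 10.3 (9.40 to 11.2). H460 had 1127 and 3877 peaks, a ratio of 3.44 (3.22 to 3.68). These are ratios of calls and not of binding sites, and their intervals cover counting error only. Normoxia peaks not called in hypoxia carried the motif RCGTG at 15.8% in RKO and 12.8% in H460, against 18.3% and 16.2% of flanks. Background calls may therefore enter the RKO and H460 ratios. The mean log2 ratio was 2.77 ± 0.96 (SD, n = 4 lines), and the direction was the same in 4 of 4 lines (exact sign-flip permutation test, two-sided, p = 0.125, the smallest p that 4 lines allow). The alternative that moved a ratio most was a local fold of at least 6, which left 17 normoxia peaks in HCT116 and a ratio of 73.6. Peaks held 0.0116% of the tags in HCT116 normoxia and 0.196% in HCT116 hypoxia, over 54.5 and 591 kb. The corresponding shares were 0.0833% and 0.350% in RKO, 0.0369% and 0.402% in A549, and 0.0363% and 0.423% in H460.

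**Figure D1:**
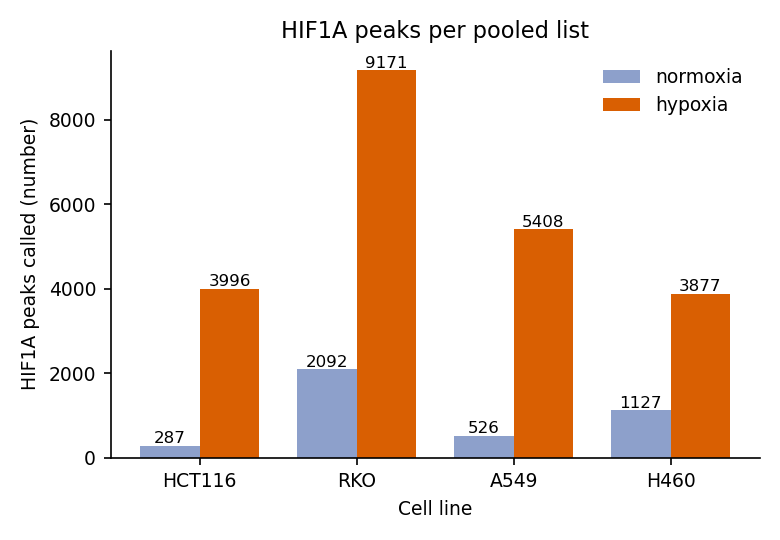
Number of HIF1A peaks (vertical axis) in the merged normoxia list and the merged hypoxia list of each cell line (horizontal axis), with the count above each bar and no error bars because replicates were merged. The hypoxia bar is the taller one in each of the 4 lines, from 3877 peaks in H460 to 9171 in RKO.

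It was next asked whether the normoxia peaks were a subset of the hypoxia peaks. In A549, 175 of 526 normoxia peaks overlapped a hypoxia peak (33.3%, Wilson 95% interval 29.4 to 37.4). The share was 12.9% in HCT116 (37 peaks, 9.50 to 17.3), 4.68% in RKO (98 peaks, 3.86 to 5.68) and 3.99% in H460 (45 peaks, 2.997 to 5.30). Circular shifts gave mean shares between 0.0372% and 0.138%, and no shift of 1000 reached the observed share in any line (permutation p = 0.001, the smallest the shifts can give). Calls placed at random among windows without an input tag gave between 0.0781% and 0.313%, counting identical windows only and without the crowding of calls on some arms. The share of normoxia peaks not called in hypoxia was 66.7% in A549, 87.1% in HCT116, 95.3% in RKO and 96.0% in H460. A local fold of at least 6 moved the share called in both most, to 70.6% of the 17 HCT116 normoxia peaks that were left.

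At peaks called in both conditions, the normalized tag count was higher in hypoxia for 30 of 37 peaks in HCT116, 71 of 98 in RKO, 161 of 175 in A549 and 45 of 45 in H460. The median log2 ratio of hypoxia to normoxia was 0.79 in HCT116 (95% interval of the median 0.51 to 1.04), 0.22 in RKO (0.12 to 0.31), 1.27 in A549 (1.05 to 1.48) and 1.64 in H460 (1.20 to 2.31). Peak widths differed between the lists of a line, at 190 and 148 bp in HCT116, 136 and 160 bp in RKO, 144 and 140 bp in A549 and 118 and 146 bp in H460, and the wider list collects more tags at equal occupancy. Per bp of peak width, an alternative chosen after seeing the data, the median log2 ratio was 1.15 in HCT116, -0.019 in RKO (95% interval of the median -0.11 to 0.08), 1.31 in A549 and 1.34 in H460. On that scale no increase of the median remained in RKO. Division by width takes tags as spread evenly over a peak, which was not tested, so whether the RKO median rose stays open. In the conditional binomial test with Benjamini-Hochberg adjustment, which compares libraries, 21 HCT116 peaks were higher in hypoxia and 1 was lower at an adjusted p under 0.05. The numbers were 14 and 0 in RKO, 128 and 2 in A549, and 37 and 0 in H460. With peak width included in the test, they were 9 and 1 in RKO, where 48 of 98 peaks were higher in hypoxia per bp.

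The study also asked how far HIF1A binding is conserved between lines. The 4 hypoxia lists joined into 19628 regions. Of these, 232 were called in all 4 lines, 448 in 3 lines, 1231 in 2 lines and 17717 (90.3%) in 1 line. No region was shared by all 4 lists in any of 1000 circular shifts (permutation p = 0.001, the smallest the shifts can give). Among the alternatives that kept all 4 lines, the common set moved most under a fold over input of at least 14 in every list, which left 87 regions. The share of a line's regions called in that line only was 88.7% in RKO (Wilson 95% interval 88.1 to 89.4), 79.4% in A549 (78.3 to 80.5), 69.0% in HCT116 (67.6 to 70.4) and 65.2% in H460 (63.6 to 66.6). A local fold of at least 6 moved the share most in HCT116 (33.3%), RKO (72.5%) and A549 (72.3%), and a fold over input of at least 14 moved it most in H460 (75.03%).

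The pair of lines with the highest Jaccard index, the number of shared regions over the number in either line, was HCT116 and H460 at 0.115. The index was 0.0861 for A549 and H460, 0.0718 for HCT116 and A549, 0.0512 for RKO and H460, 0.0509 for HCT116 and RKO, and 0.0368 for RKO and A549. Pairs from one tissue differed from pairs across tissues by a mean of -9.91e-05 (exact permutation of the tissue label over 3 splits, two-sided, p = 1.0). With 3 splits no p below 0.33 is possible. The sign of this difference changed with the processing, so no difference by tissue was detectable.

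Whether common sites were bound more strongly was tested within each hypoxia list. The median normalized tag count was 11.8 tags per 10 M tags for peaks called in all 4 lines and 2.82 for peaks called only in HCT116. The medians were 9.80 and 3.14 in RKO, 23.0 and 3.65 in A549, and 27.0 and 5.46 in H460. A common peak outranked a single-line peak with a probability of 0.978 in HCT116, 0.984 in RKO, 0.977 in A549 and 0.949 in H460 (permutation test over peaks, two-sided, p = 1e-05 in each of the 4 lines, also after Benjamini-Hochberg adjustment, and the smallest the permutations can give). Over lines the mean probability was 0.972 ± 0.0154 (SD, n = 4 lines), above 0.5 in 4 of 4 lines (exact sign-flip permutation test, two-sided, p = 0.125). The mean was lowest, at 0.944, with a local fold of at least 6. Single-line peaks may include background calls, so the ranking does not by itself show stronger binding at common sites.

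Hypoxia peaks were then placed relative to TSS. The share within 2500 bp was 49.3% in H460 (Wilson 95% interval 47.7 to 50.8), 46.4% in HCT116 (44.9 to 47.9), 29.0% in A549 (27.8 to 30.2) and 20.3% in RKO (19.5 to 21.2). Shifted positions gave means between 5.50% and 6.13%, and none of 1000 shifts reached the observed share in any line (permutation p = 0.001, the smallest the shifts can give). In the normoxia lists the share was 24.9% in A549, 13.2% in HCT116, 11.6% in RKO and 9.05% in H460. Counting every annotated transcript start, an alternative chosen after seeing the data, moved the hypoxia shares most, to 59.97% in H460, 57.6% in HCT116, 39.4% in A549 and 28.6% in RKO.

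RCGTG was present in the centre window of 76.9% of H460 hypoxia peaks (Wilson 95% interval 75.6 to 78.2), against 24.1% of flanking windows. The centre and flank shares were 65.2% (63.7 to 66.6) and 23.8% in HCT116, 52.4% (51.1 to 53.8) and 21.9% in A549, and 30.5% (29.6 to 31.5) and 19.5% in RKO. The control motif RCGAG was found in 41.2%, 43.4%, 27.1% and 19.7% of the centre windows of H460, HCT116, A549 and RKO, and in 18.1%, 17.5%, 15.9% and 13.4% of their flanks. A window of 100 bp moved the RCGTG share most, to 53.1% against 13.1% of flanks in HCT116, 22.2% against 10.6% in RKO, 41.8% against 11.6% in A549 and 67.3% against 13.7% in H460. In normoxia lists RCGTG was present in 42.8% of A549 peaks, 35.9% of HCT116 peaks, 17.5% of RKO peaks and 14.9% of H460 peaks, and the flank shares were 23.5%, 18.8%, 18.7% and 16.5%.

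Among hypoxia peaks the motif share rose with the number of lines in which a region was called. For regions called in all 4 lines it was 97.4% in A549 and 97.8% in each of HCT116, RKO and H460. For regions called in 2 lines it lay between 86.9% in RKO and 87.6% in A549. For regions called in 1 line it was 69.4% in H460, 53.4% in HCT116, 42.3% in A549 and 22.9% in RKO, where the flank share was 18.7%. The share of peaks within 2500 bp of a TSS was 73.7% for regions called in all 4 lines, and 40.5% in H460, 35.9% in HCT116, 21.5% in A549 and 13.5% in RKO for regions called in 1 line.

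**Figure D2:**
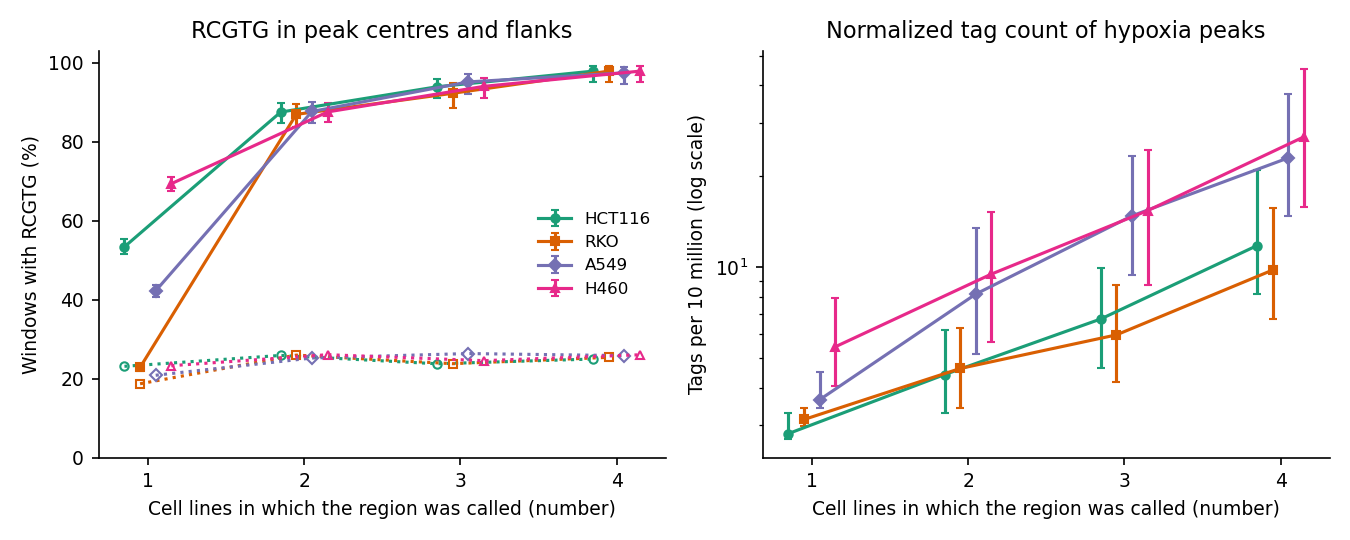
Hypoxia peaks by the number of cell lines in which their region was called (horizontal axes). The left panel gives the percentage of windows with RCGTG in peak centres (filled symbols, Wilson 95% intervals) and flanks (open symbols), and the right panel the median normalized tag count in tags per 10 M tags on a log axis with bars from the first to the third quartile; in RKO the centre share goes from 22.9% in 1 line to 97.8% in 4 lines.

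The strength of a peak within its list followed the same order. In RKO, RCGTG was present in 18.4% of the weakest quartile of hypoxia peaks and in 57.0% of the strongest quartile. The corresponding shares were 27.8% and 89.5% in A549, 43.3% and 92.5% in HCT116, and 56.2% and 94.4% in H460. Among normoxia peaks, those also called in hypoxia carried RCGTG at 80.0% in A549 (Wilson 95% interval 73.5 to 85.3), 67.6% in HCT116 (51.5 to 80.4), 64.4% in H460 (49.8 to 76.8) and 53.1% in RKO (43.3 to 62.6). Those called in normoxia only carried it at 24.2% in A549 (20.0 to 29.0), 31.2% in HCT116 (25.8 to 37.2), 12.8% in H460 (10.98 to 15.0) and 15.8% in RKO (14.3 to 17.5).

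**Figure D3:**
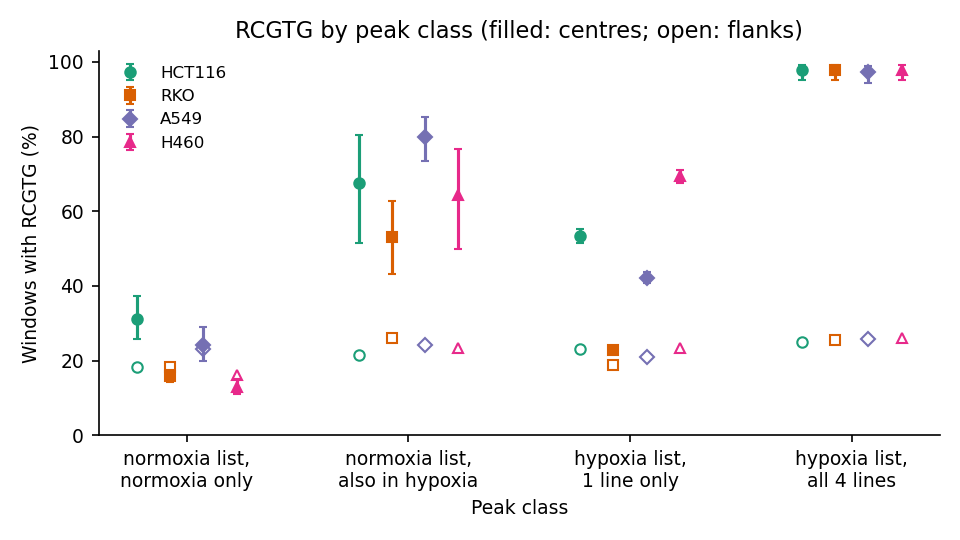
Percentage of 200 bp windows with RCGTG (vertical axis) for 4 classes of peaks (horizontal axis) in each cell line, with filled symbols for peak centres, bars for Wilson 95% intervals and open symbols for flanking windows. Normoxia-only peaks of RKO, A549 and H460 lie near their flanks, at 15.8%, 24.2% and 12.8%, and peaks called in all 4 hypoxia lists lie at 97.4% or above.

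The region with the best mean rank over the hypoxia lists was on chromosome 17 from 80188917 to 80189065 (HCT116 peak), in a noncoding exon of SLC16A3 13181 bp downstream of the 5′ end of the gene. Its normalized tag count was 61.1 tags per 10 M in HCT116, 55.5 in RKO, 208.5 in A549 and 118.7 in H460. The next was on chromosome 10 from 99185729 to 99185877, in the UTR of RRP12 and 30 bp from its TSS, with 83.8, 61.7, 126.7 and 97.7 tags per 10 M in the same order of lines. A region on chromosome 15 from 93352369 to 93352517 lay in an intron of FAM174B and held 70.4, 71.3, 130.3 and 91.2 tags per 10 M. A region on chromosome 19 from 34850207 to 34850355 lay in an exon of an lncRNA gene without a symbol, with 71.5, 62.9, 199.1 and 83.9 tags per 10 M. The last of the 5 was on chromosome 17 from 80416038 to 80416186, in the UTR of NARF and 56 bp from its TSS, with 82.5, 53.8, 156.8 and 87.3 tags per 10 M. All 5 contained RCGTG in the centre window in each of the 4 lines, and all 5 were called in all 4 lines under each of the 6 alternatives for shared regions other than leaving out a line.

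The strongest peak of the HCT116 hypoxia list was on chromosome 1 from 8939006 to 8939154, in the UTR of ENO1 and 169 bp from its TSS, with 92.4 tags per 10 M. The strongest RKO hypoxia peak was on chromosome 6 from 44041151 to 44041311, in an exon of the lncRNA gene SCIRT or of a gene that overlaps it, with 73.5. The SLC16A3 peak was the strongest in A549 hypoxia, and in H460 hypoxia the strongest was a peak on chromosome 12 from 57628908 to 57629054, in the UTR of NDUFA4L2, with 179.3. In normoxia the strongest peaks were on chromosome 6 from 30710535 to 30710725 in an exon of IER3-AS1 in HCT116 (37.5 tags per 10 M), on chromosome 11 from 65659400 to 65659536 in an intergenic position 1324 bp from the TSS of CCDC85B in RKO (62.5), at NARF on chromosome 17 from 80416006 to 80416150 in A549 (85.8), and at FAM174B on chromosome 15 from 93352364 to 93352482 in H460 (24.4). Each of these 8 peaks contained RCGTG.

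Of the 22 genes fixed in advance, 13 had a hypoxia peak within 2500 bp of the TSS in at least 1 line, and 6 had one in all 4 lines. These 6 were ENO1, DDIT4, KDM3A, P4HA1, PDK1 and EGLN1. PDK1 had a peak in its UTR on chromosome 2 from 173420716 to 173420864 in HCT116, with normalized tag counts of 69.4 tags per 10 M in HCT116, 39.9 in RKO, 83.5 in A549 and 110.4 in H460, and no normoxia peak in any line. FOXO3 had a peak in HCT116, A549 and H460, and SLC2A1 in HCT116, RKO and H460. MXI1 had one in RKO and H460, while PLOD2 (A549), COL13A1 (HCT116) and CD109 (H460) had one in 1 line. The MXI1 peak of RKO and the COL13A1 peak of HCT116 lacked RCGTG and were weak, at 3.14 and 2.82 tags per 10 M. SMAD3, SMAD9, PLOD1, LOXL2, COL1A1, CAST, SLC2A3, HK1 and EGLN3 had no peak within 2500 bp of the gene-level TSS in any hypoxia list. With every annotated transcript start, 18 of the 22 genes had a hypoxia peak in at least 1 line and 8 in all 4. In normoxia 6 of the 22 genes had a peak in at least 1 line, each of them in A549.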

Values the study reported

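The study reported 3996 HIF1A peaks in hypoxic HCT116 wild-type cells. It gave about 19 M to 46 M final mapped reads for each ChIP-seq sample. Its peak calling used fold thresholds over control of 7 in HCT116, 6 in RKO, 13 in A549 and 14 in H460, with a local threshold of 3.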

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

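Both tests of the fold threshold below rest on arithmetic of the peak caller. The first was chosen before its value was seen, and the others after. For 26 measures, the 4 lines were compared with each other, which by chance marks about 5% of measures. A pair of marks resulted, both for the share of peaks without an input tag in H460.

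In normoxia, 98.8% of H460 peaks had no input tag, against 20.7% in RKO, 24.5% in A549 and 26.5% in HCT116. The candidate explanation is the fold threshold of 14 together with the depth of the input relative to the ChIP library. Given the scaling of ChIP to input, a site with 1 input tag needed 26 ChIP tags to pass, and 98.2% of the H460 normoxia peaks had fewer, with a median of 16 tags. Such peaks could enter the list only without an input tag, so the test is arithmetic and leaves open why the sites have so few ChIP tags. An input that lacks tags throughout is argued against, because the H460 hypoxia list was called against the same input and 45.6% of its peaks (Wilson 95% interval 44.01 to 47.1) had no input tag. Nearly all H460 normoxia calls were thus open only to sites where the input happened to have no tag. No biological explanation was tested for this mark.

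In hypoxia, the 45.6% of H460 peaks without an input tag stood above 25.9% in RKO, 27.0% in HCT116 and 27.8% in A549. The same threshold and relative input depth may account for it. A site with 1 input tag needed 24 ChIP tags, and 26.1% of the H460 hypoxia peaks had fewer, more than the distance between H460 and the next line. The height of the threshold does not account for it alone. In A549 hypoxia, with a threshold of 13, a site with 1 input tag needed 15 ChIP tags, and 5.33% of peaks had fewer. The A549 input held 41.6 M tags against 46.6 M in the ChIP library, and the H460 input 29.3 M against 49.5 M. Relative input depth was lower still in HCT116 (34.2 M against 81.5 M), where the threshold was 7 and 17 tags were needed. Both enter the number of tags needed, and their shares were not separated. No biological explanation was tested.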

How the results depend on the processing

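From the lists analysed no paired analysis was possible, because replicates 1 and 2 were merged before peak calling. Reads or coverage of single replicates were not used here. For these reasons leaving out replicates and the replicate block were not run. More hypoxia than normoxia peaks were found in every line under every alternative run, and the mean log2 ratio over lines ran from 2.58 with one signal floor to 3.41 with a local fold of at least 6. Leaving out each line gave a mean log2 ratio from 2.43 to 3.10. The probability that a common peak outranks a single-line peak stayed above 0.5 in each line under each alternative, from 0.913 to 0.988, with a permutation p of 0.0001, the smallest that 10000 permutations allow. Restricting to chromosomes 1 to 22 moved no value beyond its interval. Unscaled tags over header totals give back the normalized tag count apart from rounding, so that alternative could not move a value and tests nothing.

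The cause of the changes below was not tested, except where the construction of the alternative shows it. With a local fold of at least 6 the peak number ratio was 73.6 in HCT116, 2.57 in RKO and 6.90 in H460, and the share of normoxia peaks called in hypoxia was 70.6% in HCT116, 5.82% in RKO, 42.5% in A549 and 5.98% in H460. The HCT116 values rest on 17 normoxia peaks, and the median log2 tag ratio of 1.08 rests on the 12 of them called in both conditions. The single-line share fell to 33.3% in HCT116, 72.5% in RKO, 72.3% in A549 and 63.3% in H460. With a fold over input of at least 14 in every list the peak number ratio was 16.9 in HCT116 and 3.71 in RKO, the HCT116 median log2 ratio was 1.08, regions called in all 4 lines numbered 87, and the single-line share was 66.1% in HCT116, 88.0% in RKO, 82.0% in A549 and 75.03% in H460. This alternative removes peaks from the lists of the other lines and not from H460. One signal floor took the HCT116 ratio to 8.21.

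Reciprocal overlap of 50% gave a share of 3.25% for RKO normoxia peaks and single-line shares of 71.2% in HCT116, 89.6% in RKO, 80.8% in A549 and 67.0% in H460. Peak centres within 500 bp gave 6.79% for RKO normoxia peaks and single-line shares of 66.5%, 87.7%, 77.9% and 63.1% in the same lines. The strongest 3877 peaks of each list gave single-line shares of 76.2% in RKO and 73.0% in A549. Leaving out a line gave from 305 to 3.8e+02 regions called in all remaining lines, the highest without RKO and 373 without A549, because fewer lists had to share a region.

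The same-tissue minus cross-tissue Jaccard index changed sign from its value near 0, to 0.0108 with a fold of 14, 0.0117 with a local fold of 6, 0.000127 with reciprocal overlap, 0.00079 with peak centres and 0.00436 with the strongest peaks.

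A TSS distance of 1000 bp gave 40.8% in HCT116, 15.5% in RKO, 22.3% in A549 and 42.1% in H460. A motif window of 100 bp gave 53.1%, 22.2%, 41.8% and 67.3%, against 13.1%, 10.6%, 11.6% and 13.7% of flanks, with less sequence searched. Of the alternatives chosen after seeing the data, protein-coding genes gave proximal shares of 39.8%, 16.8%, 23.1% and 41.6%, every transcript start gave 57.6%, 28.6%, 39.4% and 59.97%, tag counts per bp of peak width gave a median log2 ratio of 1.15 in HCT116 and, changing sign, -0.019 in RKO, whose hypoxia peaks are the wider ones, and a fold of 14 gave motif shares of 68.6% in HCT116, 32.7% in RKO and 54.1% in A549. Depth limits the weakest calls, which rest on as few as 11 tags.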

Other observations

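The tests of base composition in percentage points and of strata by GC content and promoter position were chosen before their values were seen. All other tests in this part were chosen only after the pattern was seen. The rules that sort the outcomes were also revised after values were seen: an RCGTG excess counts for a class when its interval lies above 1 part in 2 of the reference excess, and against it when below; a relation over arms counts only when rho exceeds that of every other line beyond the bootstrap interval; and the control motif leaves a cause open when the interval of the difference includes 0. Where a test with the control motif, or on the ratio scale, gave another outcome than the test without it, the cause was left open. The alternative with every transcript start was added after 9 of the 22 genes were seen to have no hypoxia peak.

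Normoxia-only peaks of RKO, A549 and H460 carried RCGTG near or below the rate of their flanks, and those of HCT116 above it. That most of them are RCGTG sites bound only in normoxia is argued against in RKO, A549 and H460. The share exceeded the flanks by 12.8 percentage points in HCT116 (bootstrap 95% interval 6.20 to 19.6), by 1.14 in A549 (-4.56 to 7.13), by -2.51 in RKO (-4.54 to -0.677) and by -3.33 in H460 (-5.78 to -0.969), where peaks called in both conditions exceeded theirs by 45.9, 55.7, 27.0 and 41.1 points. With the excess of the control motif RCGAG taken off both classes, the excess of normoxia-only peaks was -0.136 of that of peaks called in both conditions in RKO, -0.00364 in A549 and 0.022 in H460, each below 1 part in 2 beyond the bootstrap interval. In HCT116 it was 0.114, but with 37 reference peaks the distance from 1 part in 2 had an interval from -31.4 to 3.93 percentage points, so RCGTG sites bound only in normoxia cannot be told apart from background there. Binding without the core motif was not tested. For the HCT116 excess, base composition cannot be told apart from binding, because RCGAG also exceeded its flanks by 8.80 points and the difference of 4.00 points had an interval from -4.20 to 13.2. Of 3672 normoxia-only regions, 5 were shared by at least 2 lines and 0 by 3 lines, against a mean of 0.405 overlaps between pairs of lines, at most 4, in 200 circular shifts.

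These peaks were concentrated on particular chromosome arms. In RKO, 511 of 1994 lay on 8q (25.6%), and in H460, 204 of 1082 lay on 1q (18.9%). A candidate explanation is a gain in copy number that raises the background of an arm, so that more windows pass the caller. Over arms, which are not independent replicates, the density of normoxia-only peaks was compared with the local background at hypoxia peaks, a separate library of the line. Spearman's rho was 0.888 in H460, 0.796 in RKO and 0.694 in HCT116 over 39, 39 and 38 arms (permutation p = 1e-05, the smallest possible, adjusted p = 1.6e-05 over 8 relations). It was higher than with the background of any other line, by 0.563 in H460 (bootstrap 95% interval 0.260 to 0.907), 0.356 in RKO (0.166 to 0.582) and 0.373 in HCT116 (0.0531 to 0.706), so a feature common to all lines, such as gene density, accounts for less of it. In A549 rho was 0.715, but the RKO background gave 0.659, and a line-specific gain cannot be told apart from a feature shared by lines. Copy number itself was not measured.

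The same tests on hypoxia peaks called in 1 line separated the lines. The excess of RCGTG over flanks was 4.13 percentage points in RKO (bootstrap 95% interval 3.16 to 5.18), 21.4 in A549 (19.6 to 23.1), 30.2 in HCT116 (28.0 to 32.2) and 46.0 in H460 (44.1 to 48.3), against 72.4, 71.6, 72.8 and 71.8 points for peaks called in all 4 lines. With the RCGAG excess taken off both classes, the single-line excess was 0.0485 of that of common peaks in RKO, 0.30 in HCT116, 0.551 in A549 and 0.931 in H460. In common peaks RCGTG was near its ceiling, at 97.4% to 97.8%, with an RCGAG excess of 41.4 to 45.5 points. Taking off percentage points thus shrinks the reference and can raise these fractions. They are not shares of sites, and H460 single-line peaks carried RCGTG at 69.4%. That most single-line peaks are RCGTG sites is argued against in RKO and HCT116 on both counts, and fits in H460. In A549 it cannot be told apart from a smaller share, because the excess stayed below 1 part in 2 of the reference without the control motif and its distance from 1 part in 2 had an interval from -3.36 to 5.90 points with it. Spearman's rho of their density with the background in the normoxia library was 0.884 in RKO over 35 arms (permutation p = 1e-05), above that with any other line in hypoxia by 0.378 (bootstrap 95% interval 0.0887 to 0.696), so raised background on some arms may explain part of the RKO calls. In A549 (0.720 over 26 arms, permutation p = 7e-05), H460 (0.543 over 23 arms, p = 0.00821) and HCT116 (0.580 over 12 arms, p = 0.0523) the relation cannot be told apart from a feature shared by lines, since the interval of the difference included 0. The high single-line share of RKO is therefore open to a technical explanation that was not excluded.

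Base composition as the whole cause of the RCGTG excess in hypoxia peaks is argued against in HCT116, A549 and H460. RCGAG exceeded its flanks by 25.8 percentage points in HCT116, 6.37 in RKO, 11.2 in A549 and 23.1 in H460, and RCGTG exceeded that by a further 15.6 (bootstrap 95% interval 13.3 to 17.9), 4.69 (3.41 to 5.83), 19.3 (17.4 to 21.1) and 29.6 (27.4 to 31.9) points. As a ratio of centre to flank, RCGTG rose by more than RCGAG in HCT116 (1.11 times, bootstrap 95% interval 1.04 to 1.19), A549 (1.40 times, 1.31 to 1.51) and H460 (1.40 times, 1.31 to 1.49). In RKO the ratio was 1.06 times that of RCGAG (0.998 to 1.13). With odds, the share with the motif over the share without it, it was 1.14 times (1.05 to 1.23). The outcome in RKO thus depended on the scale. Over all its hypoxia peaks an RCGTG excess cannot be told apart from base composition that raises both motif shares in proportion.

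The rank of common over single-line peaks was not removed by GC content or promoter position. Within 5 strata of GC content the mean probability was 0.977 in HCT116, 0.965 in RKO, 0.967 in A549 and 0.951 in H460, and among peaks farther than 2500 bp from a TSS it was 0.982, 0.973, 0.974 and 0.937 in the same lines, over 61 common peaks. A common peak had to pass the thresholds of all 4 lists, so weak or background calls can fall into the single-line class. In RKO, single-line peaks carried RCGTG at 22.9% against 18.7% of flanks. The ranking was not repeated among single-line peaks with RCGTG. It cannot tell stronger binding at common sites from a mixture of sites and background calls among single-line peaks. A link between occupancy and conservation stays open as a biological hypothesis, with lists called at line-specific thresholds.

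Greater depth of the hypoxia library is argued against as the whole cause of its larger peak number in H460. There the hypoxia library had 0.928 times the tags of the normoxia library and 3.44 times the peaks. In HCT116, RKO and A549 the hypoxia library was the deeper one, and how much depth added to their ratios was not tested.

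The descriptions of the RKO and the A549 input each name the other line, whereas their titles do not. The source field of all 4 inputs names HCT116, and whether an input came from another line than its title states was not tested beyond the exchange below. An exchange of these inputs in peak calling is argued against but not excluded. The peaks used had passed the fold over input, which caps the input tags of a peak and lets stronger peaks hold more. Arms with a raised background ask for more ChIP tags at a given local fold. This selection may raise the input ratio below whichever input was used, and that ratio also exceeds the RKO background ratio. On the 6 arms with the highest RKO ChIP background, a number chosen after that background was seen, RKO hypoxia peaks with a local fold of at least 8 had 1.68 times the input tags of other arms (bootstrap 95% interval 1.44 to 1.94), whereas the A549 ChIP background on these arms was 1.04 times that elsewhere and the RKO background 1.42 times.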
